A study of Mus musculus with 2 samples. Its data were reported in "TGFβ promotes widespread enhancer chromatin opening and operates on genomic regulatory domains" (2020).

How the data were processed

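Chromatin accessibility was measured by DNaseI-seq in NMuMG cells, an epithelial line from normal mouse mammary gland. In this assay nuclei are digested briefly with DNaseI, short fragments are sequenced, and places where fragments pile up are called as peaks of open chromatin. Cells were kept without serum and insulin for 6 h and were then given either TGFβ1 at 5 ng/ml or its carrier solution (vehicle) for 2 h. The 2 samples were grouped by their titles, with 1 deposited peak list per condition. The series text speaks of duplicates, and the paper's data listing names merged reads for each condition. Separate replicate lists were not analysed here, so the spread between replicates is unknown and no test between the conditions was made.

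According to the methods, the authors aligned the reads to mouse assembly mm9 and passed them through the same pipeline as their ATAC-seq data, with options for DNaseI-seq that are not stated. For ATAC-seq that pipeline called peaks with macs2 and kept those that passed an irreproducible discovery rate (IDR) of 0.05 between replicates. How the IDR step was applied to DNaseI-seq is not stated. The deposited score of each peak is the authors' whole-number score, which ran from 540 to a ceiling of 1000 in both lists. Its lowest value equals the whole-number part of the scaled IDR score (125 times the negative log2 of the IDR) at an IDR of 0.05. The score was used only to rank and filter peaks within its own list. Weak and strong below mean low and high by this score, which may reflect agreement between replicates rather than signal. Many peaks sat at the ceiling and could not be ranked among themselves. Read depth is not given in the lists, and no measure here was scaled by depth. The paper's reporting summary lists more mapped reads for the vehicle library, and those read numbers were not used.

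Each list repeated an interval over several rows with the same score, at a mean of 3.96 rows per interval for vehicle and 3.03 for TGFβ 2 h. Rows with the same interval were counted as 1 peak. What the repeated rows stand for is not stated in the files. If they mark separate summits, counting intervals treats a broad peak with many summits as 1 site. Coordinates are given 1-based on mm9. The sequence and gene models were those of NCBIM37 with GENCODE mouse release M1. In each list 1 peak ended 37 bp past the end of a chromosome in that sequence, and all others lay within the chromosomes.

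Peaks were compared by position with a minimum overlap of 1 bp. A peak with no overlapping base in the other list is called vehicle-only or TGFβ 2 h-only, which says in which list it was called and not that signal was absent in the other condition. The overlap left by chance was described by shifting one list circularly along each chromosome in 1000 draws. Merged regions followed the refinement the authors stated for ATAC-seq: peaks under 150 bp were dropped, and peaks of both lists closer than 1000 bp were joined. A promoter peak overlapped a window of 1000 bp on either side of the start of any annotated transcript, and other peaks are called distal. The study used another gene set (UCSC KnownGene) for this step. One-to-one pairs are peaks that overlapped exactly 1 peak of the other list in both directions. A plan of 10 equal score bins could not be carried out because of the ties at the ceiling. The ceiling was taken as 1 bin and the peaks below it were divided into 4 bins of about equal size in each list.

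Shares are given with Wilson 95% intervals and ratios of counts with exact binomial 95% intervals. These cover the counting of peaks only. They hold no variation between cultures, digestions or libraries, so intervals that do not meet set apart these lists and not the treatments. Peaks are not replicates, and correlations across peaks carry no p-value.

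Regions named in the report followed a rule set before the data were examined: the 3 highest-scoring peaks of each list that lay over 1000 bp from any peak of the other list, the 3 shared pairs with the best summed rank, and peaks within 50 kb of the start sites of a fixed list of 9 genes, most of them named by the study. Ties were broken by chromosome and position. Because the peaks selected by score or rank were all tied at the ceiling, that part of the rule returned peaks of chromosome 1 only. The annotation lists Kansl3 under an older symbol, which was matched through a gene table. The location of a named peak in a gene was read at the peak midpoint.

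Other settings fixed beforehand counted every deposited row, asked for a reciprocal overlap of 50%, counted peaks up to 1000 bp apart as shared, dropped peaks under 150 bp with or without joining, replaced peaks by windows around the midpoint, kept peaks at or above the median score of each list, cut the longer list to the length of the shorter, or left out chromosome X. Motifs were searched on both strands as exact consensus strings in the 200 bp around each peak midpoint, since the lists hold no summits, and in windows of the same size centred 2000 bp upstream on the chromosome. Motif content, spacing and the number of distal peaks per promoter peak on each chromosome were not among the comparisons fixed beforehand and appear only in the closing observations.

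The overlap step was tested on simulated data. From a copy of the TGFβ 2 h list of 22600, 3000 intervals were taken out at random. The others were moved by less than the width of the narrowest peak. All 3000 were recovered as present in 1 list only, an outcome nearly fixed by that design. It checks the code and does not imitate differences in width, edges or splitting between the real lists. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, bedtools 2.31.1, blastn 2.17.0 and matplotlib 3.10.9 were used.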

Results

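Open chromatin was mapped by DNaseI-seq in NMuMG mouse mammary epithelial cells after 2 h with vehicle or with TGFβ1, a cytokine that drives these cells toward a mesenchymal state. There were 2 samples, with 1 peak list for each condition and no replicate list. The vehicle list held 70449 rows and the TGFβ 2 h list held 68542 rows. These rows described 17784 distinct peaks for vehicle and 22600 for TGFβ 2 h. Every difference below is therefore a difference between a pair of lists, with no estimate of the spread between replicates.

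The first comparison asked whether more sites were called open after TGFβ than with vehicle. The TGFβ 2 h list held 4816 more distinct peaks, a ratio of 1.27. This direction depended on the unit counted. When every deposited row was counted the ratio was 0.973, because a vehicle peak spanned a mean of 3.96 rows and a TGFβ 2 h peak a mean of 3.03 rows. The median peak width was 770 bp for vehicle and 621 bp for TGFβ 2 h. The covered length was 14.1 Mb for vehicle and 14.6 Mb for TGFβ 2 h, an order that reversed when the TGFβ 2 h list was cut to equal length, where it covered 12.6 Mb. The share of peaks at the score ceiling of their own list was 53.2% for vehicle (95% interval 52.5 to 53.9) and 44.3% for TGFβ 2 h (43.6 to 44.9).

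Most peaks of either list overlapped a peak of the other. Of the vehicle peaks, 14656 overlapped a TGFβ 2 h peak (82.4%, 95% interval 81.8 to 83.0). Of the TGFβ 2 h peaks, 14989 overlapped a vehicle peak (66.3%, 65.7 to 66.9). After circular shifts the median overlap was 1.37% of vehicle peaks and 1.09% of TGFβ 2 h peaks. The Jaccard index of the covered bases was 0.564. There were 3128 vehicle-only peaks and 7611 TGFβ 2 h-only peaks, a ratio of 2.43 (95% interval 2.33 to 2.54 from counting alone). The alternative that moved this ratio most against its direction was cutting the TGFβ 2 h list to 17784 peaks by its own score, which gave 4259 vehicle-only and 4055 TGFβ 2 h-only peaks and a ratio of 0.952. Lists of equal length hold nearly equal numbers of unshared peaks by construction. This setting therefore cannot separate the excess of TGFβ 2 h-only peaks from the greater length of that list.

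**Figure D1:**
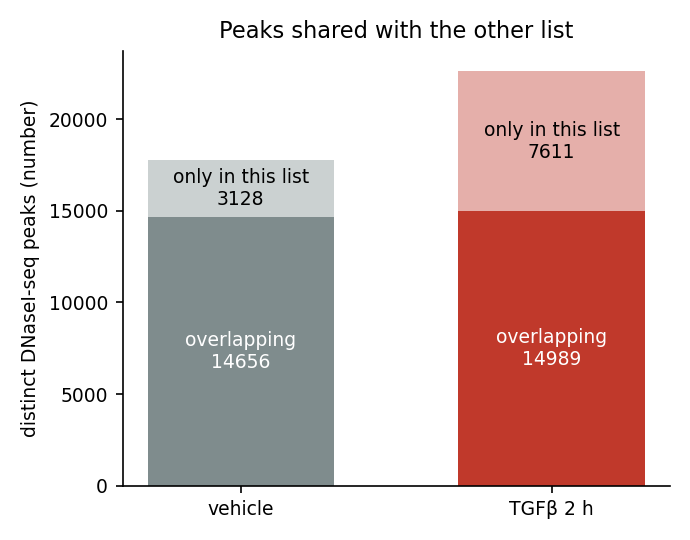
Distinct DNaseI-seq peaks (vertical axis, number) in the vehicle and TGFβ 2 h lists, split into peaks that overlap the other list by at least 1 bp (dark) and peaks called in that list only (light). The overlapping parts hold 14656 and 14989 peaks, and the parts found in 1 list only hold 3128 and 7611 peaks.

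Joining the lists after the refinement of the study gave 23658 regions. Both lists contributed to 14224 regions (60.1%, 95% interval 59.5 to 60.8). The vehicle list alone contributed 2687 regions (11.4%) and the TGFβ 2 h list alone contributed 6747 regions (28.5%). Regions that overlapped a promoter came mostly from both lists, with 5.26% from vehicle only and 7.99% from TGFβ 2 h only. Among the distal regions, 16.4% came from vehicle only and 45.5% from TGFβ 2 h only. Cutting the longer list to equal length gave 3752 regions from vehicle only and 3609 from TGFβ 2 h only.

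The next comparison asked whether unshared peaks were the weak peaks of their own list. Below the ceiling the unshared share fell from each of the 4 score bins to the next in both lists. In the weakest bin 55.6% of vehicle peaks (95% interval 53.5 to 57.7) and 75.9% of TGFβ 2 h peaks (74.4 to 77.3) had no counterpart. At the ceiling 155 vehicle peaks (1.64%, 1.40 to 1.91) and 591 TGFβ 2 h peaks (5.91%, 5.46 to 6.38) had no counterpart. Unshared peaks were narrower than shared ones, with a median width of 471.5 bp for vehicle-only and 436 bp for TGFβ 2 h-only peaks.

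**Figure D2:**
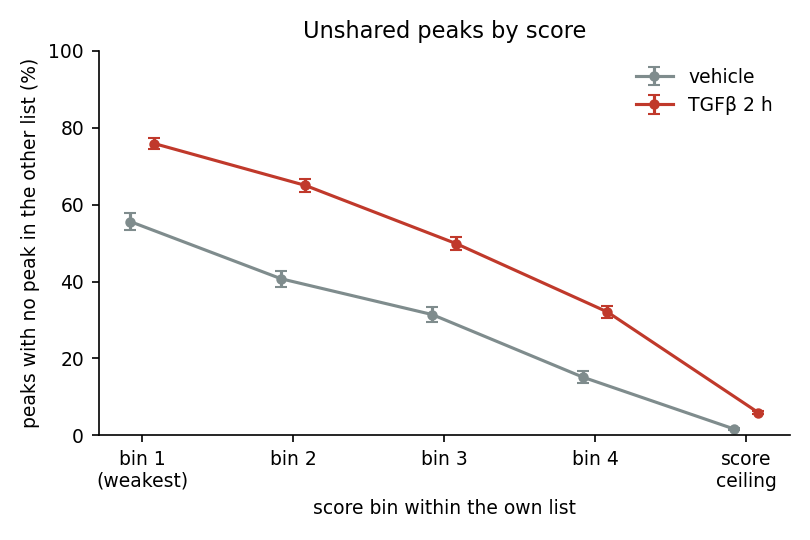
Share of peaks with no peak in the other list (vertical axis, %) by score bin within the own list (horizontal axis), for vehicle (grey) and TGFβ 2 h (red), with Wilson 95% intervals as error bars. The share falls from 55.6% to 1.64% for vehicle and from 75.9% to 5.91% for TGFβ 2 h between the weakest bin and the score ceiling.

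There were 13978 one-to-one pairs of shared peaks. Across these pairs the Spearman correlation of the score ranks was 0.621. Peaks are not independent replicates. Among the 3677 pairs below the ceiling in both lists, which span a narrower range of scores, the correlation was 0.198. The TGFβ 2 h peak was the narrower of the pair in 71.0% of pairs (95% interval 70.2 to 71.7), with a median width ratio of 0.906.

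Promoter overlap was then compared between the classes of peaks. Promoter peaks made up 57.6% of the vehicle list (95% interval 56.9 to 58.4) and 47.9% of the TGFβ 2 h list (47.2 to 48.5). Among shared peaks the promoter share was 64.9% in both lists. It was 23.9% for vehicle-only peaks (22.4 to 25.4) and 14.3% for TGFβ 2 h-only peaks (13.6 to 15.2). The largest shift came from keeping peaks at or above the median score, which gave 59.1% for vehicle-only and 27.9% for TGFβ 2 h-only peaks. In this setting each cut list was compared with the other cut list. Many of its 1079 vehicle-only peaks thus had a counterpart in the full TGFβ 2 h list. Of the 155 ceiling vehicle peaks with no counterpart in the full list, 100 were distal. Of the 591 such TGFβ 2 h peaks, 515 were distal.

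**Figure D3:**
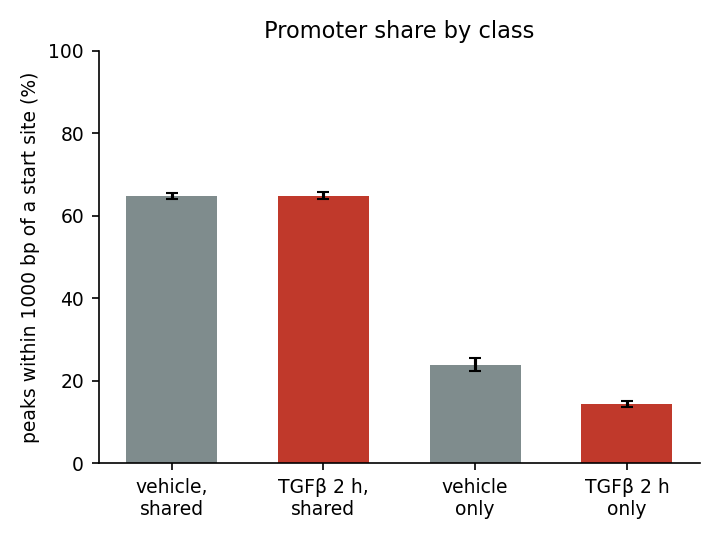
Share of peaks that overlap a window of 1000 bp on either side of an annotated transcript start (vertical axis, %) for shared and unshared peaks of each list, with Wilson 95% intervals as error bars. Shared peaks lie at 64.9% in both lists, vehicle-only peaks at 23.9% and TGFβ 2 h-only peaks at 14.3%.

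The excess was spread over the genome. All 20 chromosomes had more TGFβ 2 h peaks than vehicle peaks, with ratios from 1.16 to 1.39. All 20 also had more TGFβ 2 h-only than vehicle-only peaks, with ratios from 1.70 on chromosome 19 to 2.92 on chromosome 6.

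Single regions are given on mm9 as examples of peaks at the score ceiling of 1000, where the rule could not rank peaks and position decided. A TGFβ 2 h-only peak lay on chromosome 1 from 13629228 to 13630066 in an intron of Lactb2 (ENSMUSG00000025937.5). Others lay on chromosome 1 from 20744496 to 20745012, an intergenic position 23.8 kb from the nearest protein-coding start, that of Il17a, and from 39029889 to 39030609, an intergenic position 14.4 kb from the start of Pdcl3. Vehicle-only peaks lay on chromosome 1 from 52822118 to 52823142, an intergenic position 29.3 kb from the start of Inpp1, from 92894867 to 92895726, a position outside genes 0.007 kb from the start of Lrrfip1, and from 134017828 to 134018234 in a coding exon of Cdk18. Among the shared pairs, the vehicle peak from 4797443 to 4798417 and the TGFβ 2 h peak from 4797562 to 4798297 on chromosome 1 lay at an untranslated exon of Lypla1.

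A list of 9 genes was fixed before the data were examined, most of them named by the study as responsive to TGFβ. They were chosen for that, and no other genes were counted beside them. The counts therefore do not speak for genes at large. Within 50 kb of their start sites there were 36 vehicle and 54 TGFβ 2 h peaks, counting a peak once for each gene it was near. Of these, 2 were vehicle-only and 19 were TGFβ 2 h-only. More TGFβ 2 h than vehicle peaks lay near 7 of the 9 genes, and none had fewer. The numbers were equal for Kansl3, with 2 peaks in each list, and for Jun, with 1 peak in each list. The largest difference was at Lad1 (ENSMUSG00000041782.8, chromosome 1, 137715175 to 137729918), with 4 vehicle and 10 TGFβ 2 h peaks. Of these, 5 were TGFβ 2 h-only, and the same 5 also lay within 50 kb of the start of the neighbouring gene Tnnt2 (chromosome 1, 137737452 to 137748837). One of them, from 137715221 to 137715652, lay in an untranslated exon of Lad1, 0.046 kb from its start, with a score of 549 near the lowest score of 540. At Junb (ENSMUSG00000052837.4, chromosome 8, 87500811 to 87502617) there were 9 vehicle and 11 TGFβ 2 h peaks, and a TGFβ 2 h-only peak from 87508436 to 87508978, an intergenic position, had the ceiling score of 1000.

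**Figure D4:**
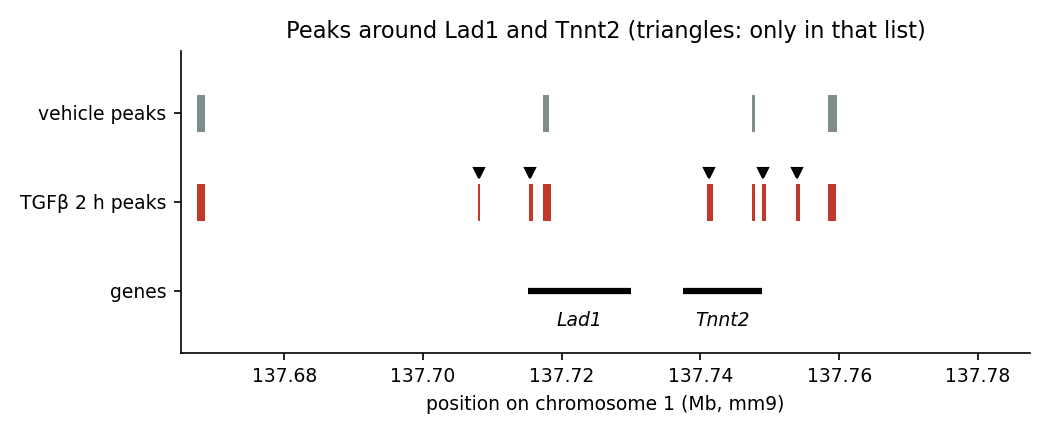
Vehicle (grey) and TGFβ 2 h (red) peaks drawn to scale along chromosome 1 (horizontal axis, Mb, mm9) from 137665175 to 137787452, with the Lad1 and Tnnt2 genes below. Triangles mark the 5 TGFβ 2 h-only peaks, and the vehicle list has 4 peaks here, all shared.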

Values the study reported

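The study reported 52,626 ATAC-seq peaks for vehicle and 100,459 for 2 h of TGFβ. After refinement it gave 16,769 and 32,545 peaks for these conditions. For DNaseI-seq, it stated that 88.3% of the peaks (20,908) coincided with ATAC-seq peaks. It stated that 76.8% of the peaks common to DNaseI-seq and ATAC-seq gained signal after 2 h of TGFβ.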

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

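The rank by peak number, the ceiling peaks set against the full other list, the start sites of protein-coding transcripts and all alternatives for motif content were chosen after the data were seen; the other alternatives were set before the data were examined. Over the comparisons of the report there were 175 alternative values. Of these, 91 stayed within the 95% interval of the main value or within 1.5 times a count, 81 moved further and 3 reversed direction. Some of the 91 could not have moved. Midpoint windows leave peak numbers unchanged, equal list lengths leave the vehicle list whole, and counting rows leaves the covered length unchanged. The tally is thus no measure of robustness. The 3 reversals were all ratios. A changed order between the lists in another measure is described below and is not in that tally. The intervals are narrow because the lists are long, so many moves are small. The 30 alternatives for motif content are counted apart: 15 stayed and 15 moved.

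The reversals came from counting choices. Counting every deposited row gave 70449 vehicle and 68542 TGFβ 2 h entries, a ratio of 0.973, since vehicle peaks carry more rows each. Cutting the TGFβ 2 h list to the length of the vehicle list set the ratio of peak numbers to 1 by construction. It brought the ratio of TGFβ 2 h-only to vehicle-only peaks to 0.952 and that of merged regions to 0.962, with 4055 TGFβ 2 h-only peaks and 3609 TGFβ 2 h-only regions. Equal lengths force these ratios near 1, so the setting does not show what the excess rests on. Under it the overlapping shares became 76.0% for vehicle and 77.2% for TGFβ 2 h, the reverse of their main order. The TGFβ 2 h median width was then 687 bp, its promoter share 55.4%, the promoter share of TGFβ 2 h-only peaks 13.5% and the rank correlation 0.565.

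The ratio of only peaks stayed above 1 in 9 of 10 alternatives. It was 1.99 over rows (8178 and 16307), 2.18 with reciprocal overlap, 2.55 with a distance of 1000 bp, 2.64 at or above the median score (1079 and 2853) and 3.81 for ceiling peaks set against the full other list (155 and 591). Keeping peaks at or above the median left only ceiling peaks in the vehicle list but reached below the ceiling in the TGFβ 2 h list, so the lists were not cut alike. The cut lists were compared with each other, so a peak unshared there can have a counterpart in the full other list. Peak numbers were then 9462 and 11312 (ratio 1.20), covered lengths 8.90 and 8.96 Mb, and merged regions 8269 from both lists, 1026 from vehicle only and 2739 from TGFβ 2 h only (ratio 2.67). The refinement of the study gave a ratio of peak numbers of 1.24.

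The TGFβ 2 h overlapping share was the lower of the pair in 9 of 10 alternatives. In the order vehicle, TGFβ 2 h, the shares were 88.4% and 76.2% over rows, 77.1% and 60.7% with reciprocal overlap, 84.2% and 68.4% with a distance of 1000 bp, 83.7% and 67.4% after refinement, 83.6% and 67.4% with midpoint windows, 88.6% and 74.8% at or above the median score, and 98.4% and 94.1% for ceiling peaks. The TGFβ 2 h median width was the lower in 6 of 7 alternatives, and midpoint windows fix it at 1000 bp in both lists. Median widths in that order were 896 and 749 bp over rows, 801 and 660 bp after refinement, and 913 and 774 bp at or above the median score, and the TGFβ 2 h median was 631 bp without peaks under 150 bp. Midpoint windows covered 17.6 Mb in the vehicle list and 22.1 Mb in the TGFβ 2 h list. At equal list lengths the order of covered length reversed, with 14.1 Mb for vehicle and 12.6 Mb for TGFβ 2 h.

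Vehicle-only peaks had the higher promoter share in 10 of 10 alternatives. Vehicle-only and TGFβ 2 h-only shares were 29.6% and 20.0% with reciprocal overlap, 20.8% and 12.7% with a distance of 1000 bp, 21.2% and 13.0% after refinement, 59.1% and 27.9% at or above the median score, and 19.4% and 10.6% with protein-coding start sites. Over rows the vehicle-only share was 27.4%. For whole lists, the shares were 66.1% and 57.0% over rows, 81.4% and 70.0% at or above the median score, and 54.2% and 44.4% with protein-coding start sites, and the TGFβ 2 h share was 48.6% with midpoint windows.

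The fall in unshared peaks from the weakest bin to the ceiling held in each list under each alternative. The gap in overlapping share between these bins was 59.0 points for vehicle and 73.8 for TGFβ 2 h with reciprocal overlap, 49.7 and 66.5 with a distance of 1000 bp, and 58.6 for TGFβ 2 h when ranked by width. The rank correlation was 0.607 with reciprocal overlap and 0.805 with the peak numbers of the lists, whose order is not explained in the files. All 20 chromosomes kept more TGFβ 2 h-only than vehicle-only peaks in both alternatives run. For moves other than those fixed by how a setting was built, the cause was not tested.

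Overlap rules cannot change peak numbers, widths or whole-list promoter shares and gave no value there. The rank correlation had no value over rows, where pairs are not one-to-one, or at or above the median score, where all vehicle scores are equal. No paired analysis was possible because each condition had 1 list and the results come from no test. The number of lists limits every comparison, since variation between cultures cannot be estimated.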

Other observations

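The tests of splitting, of weak peaks, of depth, of a response of chromosomes 15 and 19, of peak strength for AP-1, of spacing matched on promoters and of SMAD content across classes, and the motif shares at equal list lengths, were chosen after the results were seen; the other tests were written before the value that decides them. All patterns below were found and tested on the same pair of lists, and none has a replicate check.

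More distinct peaks from fewer rows were in the TGFβ 2 h list, by 4816 peaks, and a possible explanation is that wide vehicle peaks were split into several TGFβ 2 h peaks. Splitting added 454 TGFβ 2 h peaks, a small part of that excess, and splitting the other way added 121 vehicle peaks. The added TGFβ 2 h peaks overlap a vehicle peak and so add none to the TGFβ 2 h-only peaks.

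For the excess of TGFβ 2 h-only over vehicle-only peaks, a possible explanation is that only weak peaks near the threshold differ. At the score ceiling of their own list 5.91% of TGFβ 2 h peaks and 1.64% of vehicle peaks had no counterpart, with intervals that do not meet, which argues against weak peaks as the whole cause. Most unshared peaks still lay below the ceiling. That bin held 53.2% of vehicle and 44.3% of TGFβ 2 h peaks, so it is not limited to the strongest peaks. Vehicle peaks were also looked up in the longer list, which can lower their unshared share. By peak number, whose order is not explained, 100% of vehicle and 99.9% of TGFβ 2 h peaks were shared in the first decile. In the last decile 39.9% and 23.05% were shared. A difference in depth, digestion or agreement between replicates cannot be told apart from the treatment, because there was 1 list per condition. The paper's reporting summary lists more mapped reads for vehicle, but a list can be longer for reasons other than read number.

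Shared peaks were narrower in the TGFβ 2 h list. The TGFβ 2 h peak was the narrower in 71.0% of all pairs, a share that a few wide peaks cannot produce. If weak peaks alone produced it, it would be missing among pairs at the ceiling of both lists, but there the share was 75.4% (95% interval 74.4 to 76.4). A difference in depth, fragment size or digestion may still account for it and was not testable here.

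Distal TGFβ 2 h-only peaks were rich in the AP-1 consensus TGASTCA, where S is C or G. Within 100 bp of the midpoint 27.2% held it (95% interval 26.1 to 28.3), against 7.64% of distal vehicle-only peaks (6.64 to 8.78) and 23.5% of shared distal peaks of the TGFβ 2 h list. The flanking windows held it in 3.45% and 3.44% of the unshared classes. Base composition as the cause would remove the difference at equal GC content, but the intervals stayed apart in 4 of 4 GC quartiles. Scores were not matched between the lists, so bins of score rank within each list served as a stand-in for peak strength. Peaks tied at the ceiling were not ordered, so strength within that bin was not controlled. The intervals stayed apart in 5 of 5 such bins, with 39.8% against 5.00% at the ceiling. The lowest share in any TGFβ 2 h-only bin was 21.1% and the highest in any vehicle-only bin was 8.81%, so no pairing of bins removes the difference. At equal list lengths the shares were 32.1% and 8.71%, so this contrast remained there. When the whole peak was scanned they were 45.2% and 16.8%. The checks by GC content, rank and list length compared only the unshared classes. Shared distal peaks of the vehicle list held the string in 22.3%. Vehicle-only peaks thus stood further from the shared peaks than TGFβ 2 h-only peaks did. In these shares, much of the contrast is a low share in vehicle-only peaks. The shared peaks were not matched on rank with the unshared ones. With promoter peaks included, 62.8% of shared TGFβ 2 h peaks sat at the ceiling, against 7.8% of TGFβ 2 h-only peaks. How far this moves the comparison with shared peaks was not tested. A candidate explanation for the higher share in TGFβ 2 h-only peaks is opening of AP-1 sites after TGFβ. The shared peaks show that AP-1 sites were also open with vehicle, and a difference in handling of single cultures stays open, since AP-1 factors respond to many stimuli.

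The SMAD string CAGACA was found in 29.8% of distal TGFβ 2 h-only peaks (95% interval 28.7 to 31.0), against 20.1% of distal vehicle-only peaks and 20.5% of shared distal peaks of the TGFβ 2 h list. Its flanking windows held it in 19.7%, so such a short string is common by chance and among the distal classes only TGFβ 2 h-only peaks stood above that background. The difference from vehicle-only peaks remained in 4 of 4 GC quartiles, which argues against base composition. It was 32.5% against 19.6% at equal list lengths and 50.8% against 40.5% when the whole peak was scanned. SMAD sites that open after TGFβ may account for it. Unlike AP-1, it set TGFβ 2 h-only peaks apart from the shared peaks by about the same margin as from vehicle-only peaks. At promoters it was found in 19.8% of TGFβ 2 h-only peaks (17.5 to 22.2) and 14.5% of vehicle-only peaks (12.1 to 17.2), with intervals that do not meet. The flanks of the TGFβ 2 h-only promoter peaks held it in 16.8%, with an interval that meets that of the peaks.

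The CTCF consensus CCASYAGRKGGC ran the other way. It was found in 7.10% of distal vehicle-only peaks (95% interval 6.13 to 8.20), 2.32% of distal TGFβ 2 h-only peaks (1.98 to 2.71) and 2.81% of shared distal peaks of the vehicle list. If weak peaks of either list held more CTCF motifs, the weakest bins by rank within each list would be alike, but there the shares were 6.05% and 2.69%. At the score ceiling 12 of 100 vehicle-only and 0 of 515 TGFβ 2 h-only distal peaks held it, with a Wilson upper limit of 0.740% for the latter. The difference remained in 4 of 4 GC quartiles, which argues against base composition, and at equal list lengths the shares were 6.64% and 2.19%. When the whole peak was scanned they were 14.7% and 4.02%. A loss of open CTCF sites after TGFβ and a difference in depth, digestion or fragment size between the libraries all stay open, as untested. From ATAC-seq, the paper reports CTCF sites enriched among enhancers whose accessibility hardly changed after TGFβ. That statement does not describe a loss. Sites that did not change could still be called in the vehicle list alone through a difference in depth. The TEAD and ETS strings were also scanned and differed less, with TEAD in 8.18% of distal TGFβ 2 h-only and 6.38% of distal vehicle-only peaks, and ETS in 2.12% and 2.60%.

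TGFβ 2 h-only peaks lay close to one another: 55.3% had another within 50 kb. This was above all 1000 draws of as many peaks matched on chromosome and score bin, which ranged from 51.2% to 54.6%. When the draws were matched on promoter overlap too, 63 of 1000 reached the observed share. In the weakest score bin 2393 of the 3154 peaks of the list were themselves TGFβ 2 h-only. The draws therefore held many of the tested peaks, which pulls their shares toward the observed one. The distal position of these peaks may explain their spacing, but draws of this kind cannot decide whether there is clustering beyond it. For vehicle-only peaks the share was 29.7%, within the range of its draws.

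Chromosome 15 held more distal peaks per promoter peak than any other chromosome in both lists. The ratio was 1.36 in the vehicle list and 1.74 in the TGFβ 2 h list, against medians of 0.705 and 1.08 over the 18 chromosomes other than 15 and 19. Divided by these medians, chromosome 15 stood at 1.93 in the vehicle list and 1.60 in the TGFβ 2 h list, a quotient of 0.832, while the plain difference from the median was about equal in both lists. The excess was thus present with vehicle and was not larger after treatment on either scale, which argues against a response to TGFβ as its cause. A gain of the whole chromosome in copy number predicts an excess along its length, and 4 of 4 segments of equal length lay above the median segment of the other chromosomes in both lists. None of the 18 other chromosomes did so. The segments hold the same peaks for which chromosome 15 was picked, so their high ratios are largely built in and do not decide for a copy gain. Whether a copy gain would raise distal peaks more than promoter peaks was not tested either. A copy gain and a high density of regulatory sites on this chromosome in mammary cells both stay open, since no read coverage was analysed here. Chromosome 19 was second in the vehicle list, at 1.09, but not in the TGFβ 2 h list. Only 3 of 4 segments lay above the median segment in each list, so a copy gain cannot be told apart from a local excess, and its ratio to the median in the TGFβ 2 h list was 0.771 times that in the vehicle list, which argues against a response to TGFβ.

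The first-numbered peaks of both lists were checked for nuclear copies of mitochondrial DNA, because the first few looked narrow and were shared. The first 50 peaks of each list were all shared. Their median width was 731 bp for vehicle, against 770 bp for the whole list. For TGFβ 2 h it was 792.5 bp, against 621 bp for the whole list. They were thus slightly narrower than their list for vehicle only. In both lists they were narrower than the first decile by peak number, with medians of 976 bp for vehicle and 868 bp for TGFβ 2 h. Of the first 50 vehicle peaks, 0% aligned to the mitochondrial genome over at least 50 bp at 80% identity, with a Wilson upper limit of 7.13%. No peak of either list did so, and the idea of mitochondrial reads was not borne out.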
